A study of Mus musculus with 8 samples. Its data were reported in "Strain-specific changes in nucleus accumbens transcriptome and motivation for palatable food reward in mice exposed to maternal separation" (2023).

How the data were processed

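RNA of the mPFC of 8 male C3H/HeN mice, 4 control and 4 exposed to MS, was analysed, with 1 array per mouse and no pooling. Groups and animal numbers were taken from the labels of the samples. The methods of the study describe labelling of 200 ng total RNA with Cy3 and hybridisation to Agilent 8x60K mouse arrays. The file headers give array design 28005 with probe coordinates on build mm9. The methods name another design number, and that of the headers was used. All 8 arrays sat on 1 slide with 1 scan, and each of the 2 slide rows held 2 arrays of each group. The number before the point in an animal's label is shared by 3 controls and by another 3 MS mice, and its meaning is not given in the sources used here. If it marks a litter, mice that share it are not fully independent, which the p values do not take into account.

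The scanner files hold spot intensity values that the authors extracted with Agilent Feature Extraction 10.10.1.1. The deposited processed intensity of each spot was background-subtracted and corrected for spatial trends by that software, and low values were replaced by small positive surrogates. It was not normalised between arrays. The deposited series table holds log2 values that the authors normalised. Set against each array's own scanner values, each of its columns correlated at 0.9999 or above with the log2 median spot signal of its own array, and at most 0.9974 with another array. Its columns share nearly 1 distribution, with medians of 8.532 or 8.533, so the table is quantile-normalised without background subtraction and not centred per gene. It holds 34137 probes, and how these were selected is not given in the sources used here. It served as an alternative, with 32946 probes in common with those tested here, over which the fold changes correlated at 0.902 across probes, which are not independent replicates.

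Of 62976 spots per array, 3671 control spots were left out. Spots that the software marked as outliers (0.25% to 0.3% per array) were removed, and spots of a probe were averaged. The log2 of the processed signal minus the 75th percentile of the same array was used. A probe was tested when well above background on all 4 arrays of at least 1 group, which kept 34098 probes and left out 21583. Gene symbols came from the RefSeq gene table of assembly GRCm38.p6, used for names only, through the accession for 27235 probes and through the name for 4146, and the name in the file was kept for 24300. For 304 tested probes that are spotted 10 times, the median SD between spots was 0.065 log2 and the median SD between animals 0.13. Correlations between arrays ran from 0.9858 to 0.9962, and the median correlation with the other arrays was 0.9871 for control 8.4 and at least 0.993 for each other array.

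Differences between MS and control were tested with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with the packages statmod 1.5.0 and data.table (version 1.17.8), and adjusted by Benjamini-Hochberg at a false discovery rate of 0.05. The methods of the study name lmFit and this adjustment and no covariate, and none was fitted here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene lists were tested with camera (preset correlation 0.01) on the brightest tested probe of each gene, adjusted over the 35 lists, and again with an estimated correlation per list and with fry. A list score is the mean over its genes of the log2 value minus the mean of the 8 arrays, compared by exact permutation over 70 labellings. The separation of the profiles and the Q2 of a partial least squares model (1 component, centred and scaled, leave-one-out predictions) were compared with all 35 splits. PLS-DA was rewritten for this purpose because the package used by the study was not used here.

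The genes and lists were fixed before the data were examined. The rule for named genes took the probes past the threshold, of which there were 0. It further took the 8 higher and 8 lower named genes with the smallest unadjusted p among those whose groups did not overlap and whose log2 change was at least 0.3 in size, out of 48 higher and 31 lower candidates. It also took a fixed panel of 24 genes, Xist and 4 Y-linked genes, of which the report gives 2, and up to 2 higher and 2 lower members of each list described. Members are given for 12 lists, the 7 past the threshold, the 3 lists of immediate-early, glucocorticoid-responsive and stress peptide genes and both accumbens lists, and this choice was made after the list tests were seen. A few members that the rule names are not reported here. The accumbens lists use only the membership and direction of the study's supplementary list at its false discovery rate under 0.05. This gave 304 probes lower and 69 higher, reduced to 275 and 65 genes on the array, of which 269 and 63 were tested. The markers named in the closing section were chosen after their values were seen.

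The fits were tested on simulated data before use. In 20 simulations of the comparison of 4 MS with 4 control arrays over 34073 probes, with 200 probes changed in each, 26.2% of probes changed by 0.5 log2 were recovered, 72.8% of those changed by 1, 90.5% of those changed by 1.5 and 95% of those changed by 2. A first simulated shift in a small share of the probes left Q2 low although its permutation p was the smallest possible, so the Q2 check was then made on a shift in a large random share, and a low Q2 does not exclude differences in few probes.

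Alternatives were quantile normalisation, normexp background correction (offset 50) on the mean and background signals, the authors' log2 table, no filter on dim probes, probes above background on all 8 arrays, leaving out each animal, the 6 animals of the shared label numbers, the slide row as a block, the label number as a random block, array weights, eBayes with trend and robust settings, a false discovery rate of 0.1, the mean of all probes of a gene, 2 components and Euclidean distance. A value was counted as reversed only where it or its counterpart passed the threshold.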

Results

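Gene expression was measured in the medial prefrontal cortex (mPFC) of 8 male C3H/HeN mice, an inbred strain, with 1 single-colour Agilent array per animal. Maternal separation (MS) was applied to 4 of them as pups, which were taken from the dam every day from postnatal day 2 to postnatal day 14 while the dam was also stressed, and 4 control mice were left with theirs. All were weaned at postnatal day 21 and were killed after operant tests for palatable food. Animals are named here by group and by the number in their label, so that control 8.4 is the control mouse numbered 8.4. The comparison asks whether MS leaves a difference in the mPFC transcriptome of the offspring. Each array carried 55681 probes of 60 bases apart from control spots, of which 34272 (61.6%, MS 7.6) to 38388 (68.9%, control 6.2) were well above background. The 75th percentile of the processed signal ranged from 588 in MS 7.1 to 892 in control 8.4, and no spot was saturated. The number of arrays per group limits the precision. Levels below are log2 signals relative to the 75th percentile of the same array.

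The Y-linked genes Ddx3y and Eif2s3y were well above background in all animals, with levels of 1.06 ± 0.10 and 2.01 ± 0.15 in controls and 1.01 ± 0.10 and 1.86 ± 0.11 in MS mice (SD, n = 4 each). The probe of Xist, the RNA that silences an X chromosome in females, was not well above background on any array. All 8 arrays matched the male sex that the labels give.

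No single gene passed the threshold between MS and control mPFC. Of 34098 probes tested for 23435 genes, 0 passed a Benjamini-Hochberg adjusted p of 0.05 in limma, and the smallest adjusted p was 0.9996. At an unadjusted p under 0.05 there were 815 probes (2.4%), of which 406 were higher and 409 lower in MS, where 1705 would be reached by chance. The 4 MS values lay entirely above or below the 4 control values for 486 probes (1.4%), against 2.86% by chance. The median probe had a log2 fold change of 0.01 with a standard error of 0.12, and for 95.8% of probes the 95% confidence interval lay within a 2-fold change in either direction. In simulations of this comparison with 200 changed probes each, 26.2% of probes changed by 0.5 log2 and 72.8% of those changed by 1 log2 were recovered. These shares hold for the simulated data, with changes of up to 2 log2, and may be lower where all changes are small.

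**Figure D1:**
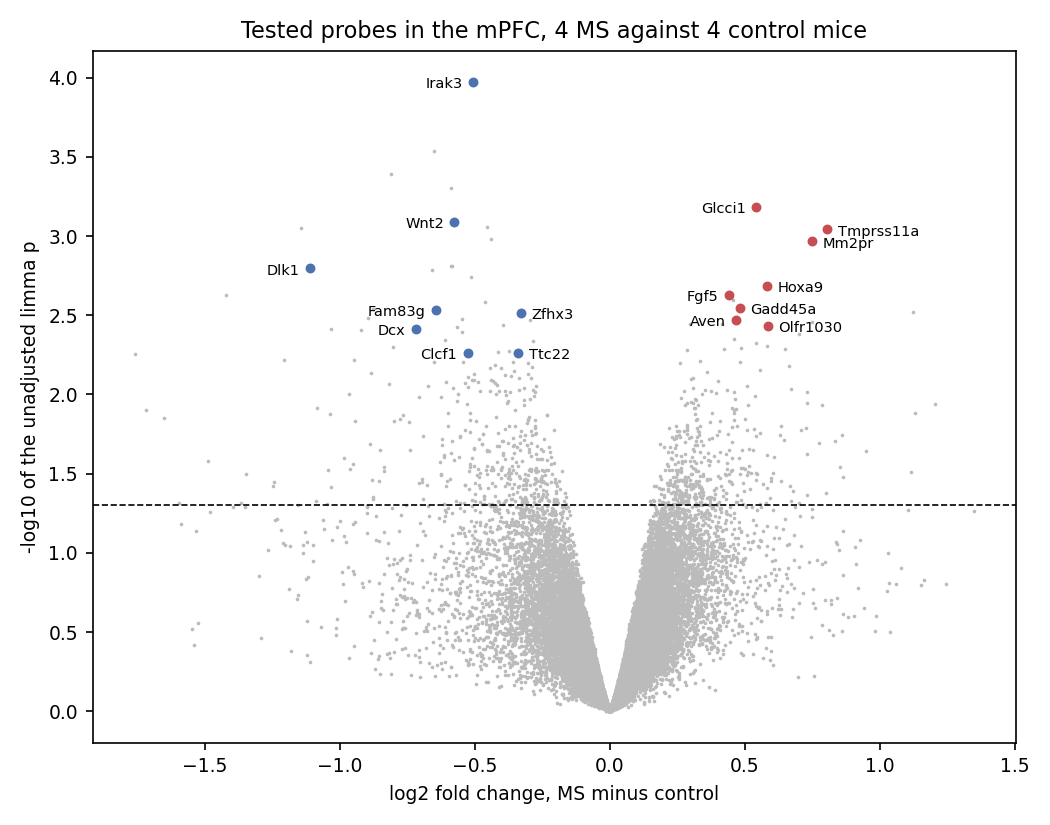
Each grey point is 1 of the 34098 tested probes, with the log2 fold change (MS minus control, 4 animals each) on the x axis and the negative log10 of the unadjusted limma p on the y axis, and the dashed line marks the unadjusted threshold. Red and blue points are the 8 higher and 8 lower genes named by the rule fixed in advance. Irak3 stands highest at a log2 fold change of -0.51, and no point passes the adjusted threshold.

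The genes with the lowest unadjusted p among those whose groups did not overlap are given here by value, since none passed the test (adjusted p = 0.9996 for each in limma). On the lower side in MS, Irak3, an inhibitor of Toll-like receptor and interleukin-1 signalling, had a level of -3.63 ± 0.04 in controls and -4.14 ± 0.097 in MS (SD, n = 4), a ratio of 0.704. Its probe lies on chromosome 10 from 119578999 to 119579058 (build mm9). Dlk1, an imprinted gene for a transmembrane protein related to the Notch ligands, had the largest log2 fold change of these genes at -1.11 (standard error 0.24), with levels of -1.15 ± 0.49 and -2.26 ± 0.30. The Dlk1 probe lies on chromosome 12 from 110698721 to 110698781, and a second probe gave -0.82. Without control 8.4, the control with the highest Dlk1 level, the log2 fold change of Dlk1 was -0.88. The other lower genes were the secreted ligand Wnt2 (-0.57), Fam83g (-0.64), the homeobox transcription factor Zfhx3 (-0.33), Dcx, the doublecortin of migrating young neurons (-0.72), the cytokine Clcf1 (-0.53) and Ttc22 (-0.34). With normexp background correction, whose offset draws dim signals together, the log2 fold changes were -0.15 for Irak3, -0.06 for Wnt2, -0.08 for Fam83g, -0.08 for Clcf1 and -0.06 for Ttc22, and Irak3 had -0.28 in the log2 table of the authors.

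On the higher side in MS, Glcci1, named for its induction by glucocorticoids, had a log2 fold change of 0.54 (standard error 0.10) and a ratio of 1.46, from -2.81 ± 0.14 in controls to -2.27 ± 0.15 in MS (SD, n = 4). Its probe lies on chromosome 6 from 8545916 to 8545975, and the other 2 Glcci1 probes gave 0.13 and 0.06. Gadd45a, a growth arrest gene induced by DNA damage, had 0.48 (standard error 0.12). The remaining values were 0.81 for the serine protease Tmprss11a, 0.75 for Mm2pr, 0.58 for the homeobox gene Hoxa9, 0.44 for the growth factor Fgf5, 0.47 for the apoptosis inhibitor Aven and 0.59 for the olfactory receptor Olfr1030. Of these 16 genes, 10 were well above background on all 8 arrays and 6 (Tmprss11a, Mm2pr, Wnt2, Fam83g, Dcx and Clcf1) on 2 or 3 of the 4 arrays of the dimmer group. With normexp, 12 of the 16 had log2 fold changes smaller by more than 1.5 times, among them Tmprss11a (0.28) and Mm2pr (0.26), as had 9 of the 15 that the authors' table holds. Other probes of Mm2pr gave 0.26 and 0.04, of Dcx -0.19 and -0.17, and of Aven 0.18. Whether a probe lies in an exon or an untranslated region was not analysed here.

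A panel of 24 genes fixed in advance held 8 genes that the study names in the nucleus accumbens and 16 genes of stress, neuronal activity, dopamine, opioid and cell-type biology. None passed the threshold between MS and control mPFC, and all 24 confidence intervals included a log2 fold change of 0. Among the accumbens genes, the intervals were narrow for Gnas, the stimulatory G protein alpha subunit (0.02, 95% confidence interval -0.16 to 0.19, at the brightest of its 3 probes), and for Pnoc, the nociceptin precursor (-0.13, -0.38 to 0.11). They were wider for Pvalb, the calcium buffer of fast-spiking interneurons (0.26, -0.14 to 0.67), Angpt2 (0.29, -0.13 to 0.71), Igsf1 (-0.17, -0.61 to 0.28), Npas1 (0.04, -0.45 to 0.54) and Fosl2 (-0.04, -0.72 to 0.64). Agt, the angiotensinogen made by astrocytes, had the widest interval (-0.62, -1.57 to 0.33), and its log2 fold change was -0.17 without control 8.4. The other Gnas probes gave -0.73, at a dim mean level of -4.68, and 0.11, and the second probes of Pvalb, Npas1 and Fosl2 gave 0.19, 0.02 and -0.30.

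Of the stress genes, the glucocorticoid receptor Nr3c1 was measured at 3.69 ± 0.14 in controls and 3.79 ± 0.054 in MS (SD, n = 4), a log2 fold change of 0.10 (95% confidence interval -0.11 to 0.30). The mineralocorticoid receptor Nr3c2 gave -0.16, the receptor co-chaperone Fkbp5 -0.09, corticotropin-releasing hormone Crh 0.02, its receptor Crhr1 -0.03 and the oxytocin receptor Oxtr -0.30. The activity-dependent genes had values of 0.39 for Arc, 0.20 for Egr1, 0.18 for Bdnf and 0.14 for Fos, with the interval for Arc from -0.17 to 0.95. Dopamine receptors Drd1 and Drd2 gave -0.32 and -0.17, the mu opioid receptor Oprm1 -0.07, and the cell-type genes Sst, Mbp and Gfap -0.11, 0.18 and -0.20. Leaving out control 8.4 moved Oxtr to -0.01, Drd1 to -0.07, Pvalb to 0.08 and Arc to 0.23, and 19 of the 24 panel genes moved by more than 1.5 times, 6 of them to the other sign. Dimmer probes gave 0.17 for Nr3c1, 0.09 for Crhr1, 0.10 for Oprm1, 0.20 and 0.17 for Mbp and -0.39 and -0.24 for Gfap.

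**Figure D2:**
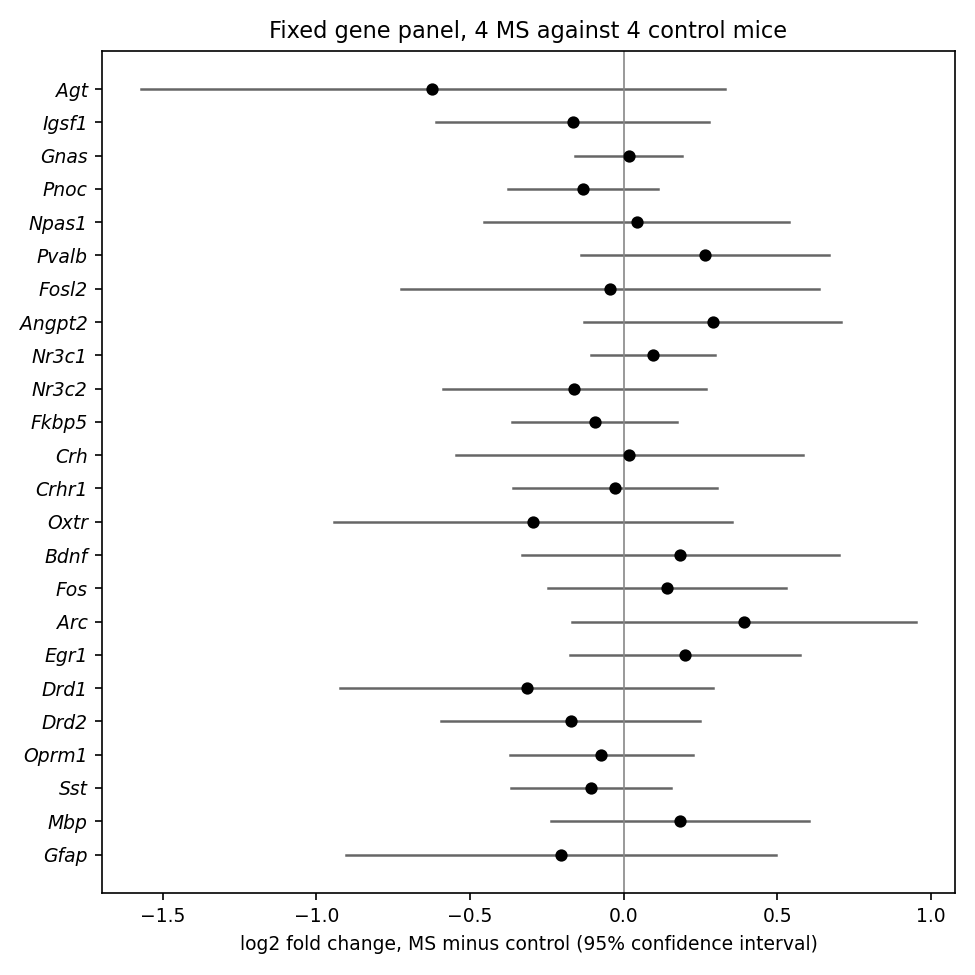
Log2 fold change of each of the 24 panel genes (x axis, MS minus control, 4 animals each), with points for the estimates and lines for the 95% confidence intervals of the limma fit. Every line crosses 0, and Agt has the widest, from -1.57 to 0.33.

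Of 35 gene lists fixed in advance, 7 stood apart from the other genes in camera with its preset correlation of 0.01 (Benjamini-Hochberg adjusted p under 0.05), 5 lower and 2 higher in MS. None of the 7 held with an estimated correlation. None passed in fry, which asks another question, since it tests a list against no change and not against the other genes. An exact test of the scores per animal passed 0 of the 35 after adjustment, but with a smallest possible p of 0.0286 it could hardly pass any, so it decides nothing here, and 0 of the 35 had an unadjusted exact p under 0.05. The 2 with the lowest p were markers of tissue next to the mPFC. Markers of striatal projection neurons were lower in MS for 14 of 18 genes (adjusted p = 0.00981; adjusted p = 0.838 with an estimated correlation), with Six3 at -0.86 and Tac1 at -0.53 on the lower side and Foxp1 at 0.19 and Gnal at 0.05 on the higher. Without control 8.4 these were -0.35 for Six3, -0.20 for Tac1 and 0.01 for Foxp1. The striatal score was 1.0 in control 8.4 and between -0.20 and -0.06 in the other 7 animals. Markers of the olfactory bulb and anterior olfactory area were lower for all 12 tested genes, with Uncx at -0.46 and Lhx1 at -0.14 (adjusted p = 0.00981; adjusted p = 0.838 with an estimated correlation). That score was 2.14 in control 8.4, 1.13 in MS 7.6 and 0.72 in control 8.5, against -0.89 to -0.65 in the other 5 animals. Uncx and Lhx1 did not follow this order, and had -0.45 and -0.14 without control 8.4. Uncx was highest in control 6.2 (-4.53) and well above background on only 2 MS arrays. The largest changes of the list were in Tbx21 (-0.97), Trh (-0.859), Sp8 (-0.855) and Th (-0.82).

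Cell-type markers made up the other lower lists. Oligodendrocyte and myelin genes were lower for 17 of 19 members (adjusted p = 0.015; adjusted p = 0.838 with an estimated correlation), among them Tspan2 at -0.15, while Mbp, the myelin basic protein, had 0.18. Without control 8.4, Tspan2 had -0.09 and Mbp 0.03. The myelin score was 0.40 in control 8.4, and the next highest was 0.05 in MS 7.1. Mural, meningeal and fibroblast genes were lower for 18 of 20 members (adjusted p = 0.015; adjusted p = 0.838 with an estimated correlation), such as the pericyte receptor Pdgfrb at -0.15 and Igfbp2 at -0.24, with the pericyte gene Rgs5 at 0.12, and Igfbp2 had -0.14 without control 8.4. The scores of this list ran from -0.73 in MS 5.3 to 0.39 in MS 7.6 within the MS group. Interneuron markers were lower for 22 of 31 members (adjusted p = 0.015; adjusted p = 0.515 with an estimated correlation), with Adarb2 at -0.34 and the nitric oxide synthase Nos1 at -0.24 on the lower side and Lamp5 at 0.21 and Pvalb at 0.26 on the higher (both 0.08 without control 8.4). Of its 31 tested genes, 14 also stand on another list, and the highest interneuron score was 0.22 in control 8.4. Its members Dlx1 (-0.42), Dlx2 (-0.51), Dlx5 (-0.52) and Calb2 (-0.33) were highest in control 8.4, then MS 7.6, then control 8.5. The bulb score had the same order. Dlx1 was at 1.79, 0.74 and 0.39 there and at most -0.05 elsewhere. Whether bulb tissue accounts for these genes was not tested. The list still passed in camera without these animals.

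The 2 higher lists were clock and mitochondrial genes. Circadian clock genes were higher in MS for 18 of 19 members (adjusted p = 0.015; adjusted p = 0.838 with an estimated correlation), including the repressor Bhlhe41 at 0.20 and the nuclear receptor Rorb at 0.19, and Nfil3 was at -0.04 (0.02 without control 8.4). The clock score was lowest in control 8.4, at -0.21. Respiratory chain genes were higher for 34 of 41 members (adjusted p = 0.015; adjusted p = 0.838 with an estimated correlation), by a median log2 fold change of 0.05, with the complex IV subunit Cox7c at 0.18 and the ATP synthase subunit Atp5c1 at 0.13, and with Ndufa4 at -0.04. The lowest respiratory chain score was again in control 8.4, at -0.10. Under quantile normalisation the direction of this list turned (camera adjusted p = 0.861), and it did not pass with normexp or in the authors' table.

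No member of any of the 35 lists passed a Benjamini-Hochberg threshold of 0.05 in limma, over all genes or adjusted over the list alone. Without control 8.4, 0 lists passed, and the lowest adjusted p was 0.124, for interneuron markers. Over all 24 alternatives the adjusted p of that list ran from 0.00784 to 0.796, where the highest value came from fry and not from camera. The list passed in 18 of the 24 and kept its direction in all 24. Without MS 5.3, 3 lists passed.

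**Figure D3:**
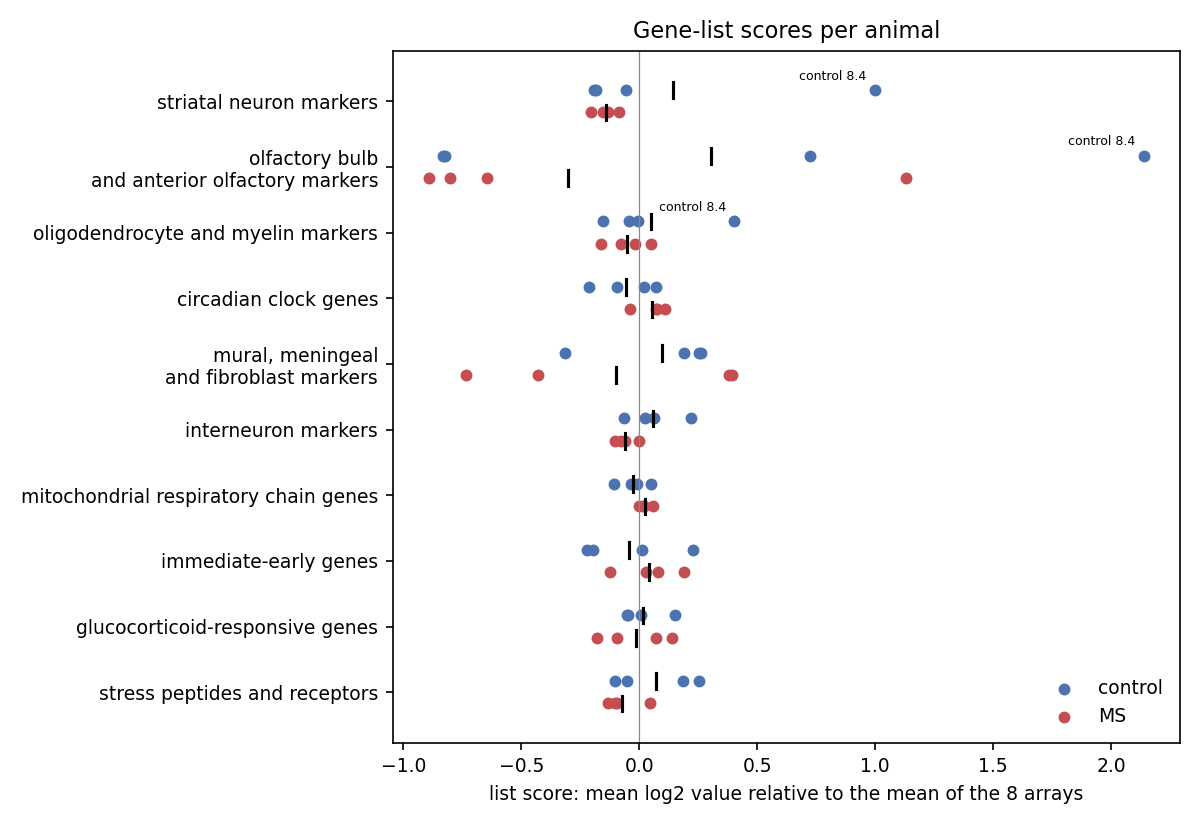
Scores of 10 gene lists in each animal (x axis, mean log2 value of the list's genes relative to the mean of the 8 arrays), with blue points for the 4 controls, red points for the 4 MS mice and black bars for the group means. Control 8.4 has the highest striatal (1.0), olfactory bulb (2.14) and myelin (0.40) score, and the groups overlap in these 3 lists.

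Stress and activity lists did not pass in the main analysis, but immediate-early genes passed without MS 7.1 (camera adjusted p = 0.0044) and without control 8.2 (0.000215), and glucocorticoid-responsive genes without MS 7.6 (0.0311). These calls rest on the preset correlation, where the estimated ones over all 8 animals were 0.31 and 0.24 (adjusted p = 0.845 for both). Immediate-early genes were higher in MS for 21 of 33 members (camera adjusted p = 0.19), with Ier5 at 0.31 and the phosphatase Dusp6 at 0.26 (0.13 without control 8.4) and with Btg2 at -0.20 and Gadd45g at -0.17. Glucocorticoid-responsive genes were lower for 18 of 28 members (adjusted p = 0.422), with the hypoxia factor Hif3a at -0.38 and the metallothionein Mt2 at -0.22 against Ddit4 at 0.15 and Nfkbia at 0.12. Stress peptides and receptors were lower for 15 of 25 members (adjusted p = 0.276), where the receptor Crhr2 had -0.41 and Tac1 -0.53, and urocortin (Ucn) had 0.26 and the peptide gene Adcyap1 0.20. Without control 8.4, Tac1 had -0.20, Ucn 0.12 and Adcyap1 0.05.

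Genes that the study found changed in the nucleus accumbens were followed in the mPFC as lists, which were chosen on accumbens arrays and not on these. Whether those came from the same mice is not given in the sources used here, so the lists may not be independent of these animals. Of 269 genes lower in the accumbens, 143 were lower and 126 higher in the mPFC (adjusted p = 0.284), with a median log2 fold change of -0.02. This list passed, on the lower side, in 1 of 24 alternatives, normexp background correction (adjusted p = 0.0441 with the preset correlation), while in the main analysis it had an adjusted p of 0.838 with an estimated correlation and of 0.922 in fry. Its score was 0.077 in control 8.4, the animal with the high striatal score, and between -0.0593 and 0.0157 in the others. Without control 8.4 its adjusted p in camera was 0.935. Whether striatal tissue in that sample accounts for the lower direction was not tested. Ebf4 had -0.28 and Mrap2, an accessory protein of melanocortin receptors, -0.29, while C77080 had 0.43 and the adenylate cyclase Adcy2 0.29. Of 63 genes higher in the accumbens, 33 were higher and 30 lower in the mPFC (adjusted p = 0.98). Depp1 had 0.85 and Gm1141 0.44, and the receptor Trhr and the transcription factor Foxo1 both had -0.28. Without control 8.4, C77080 had 0.24, Adcy2 0.16 and Foxo1 -0.13.

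The remaining lists had adjusted p values of 0.123 or more in camera. Neuronal lists gave 0.18 for dopamine signalling, 0.254 for deep-layer and 0.276 for upper-layer excitatory neurons, 0.405 for perineuronal nets, 0.484 for monoamine and acetylcholine receptors, 0.712 for opioid, nociceptin and endocannabinoid genes, 0.767 for glutamate synapse, neurotrophin and feeding genes and 0.895 for the GABA synapse. Glial, vascular and immune lists gave 0.126 for astrocytes, 0.422 for oligodendrocyte precursors, 0.482 for endothelium, 0.484 for interferon-responsive genes, 0.616 for angiogenesis, 0.767 for microglia and 0.969 for inflammatory and complement genes. Markers of other tissue or blood gave 0.243 for thalamus and septum, 0.405 for red blood cells and 0.895 for choroid plexus and ependyma. Housekeeping lists gave 0.123 for cytosolic ribosomal proteins, 0.16 for heat shock and unfolded protein genes and 0.622 for chromatin regulators. None of them passed with estimated correlations or in fry. With the preset correlation, 9 of them passed in 1 to 4 of the 24 alternatives, namely dopamine signalling, deep-layer neurons, astrocytes, endothelium, interferon-responsive genes, thalamus and septum, red blood cells, ribosomal proteins and heat shock genes. The median, the mean and the direction of the test differed in sign in 7 lists, namely GABA synapse, glutamate synapse, feeding, inflammatory, angiogenesis, choroid plexus and the genes higher in the accumbens.

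The whole profiles of MS and control mPFC overlapped. The mean distance (1 minus the Pearson correlation) was 0.0075 between groups and 0.0078 within groups, a separation of -0.000298 that 25 of the 35 splits of the 8 animals into 4 and 4 reached (exact permutation p = 0.714, one-sided). A partial least squares model with 1 component had a Q2 from leave-one-out predictions of -0.632 (exact permutation p = 0.657, one-sided). Ward clustering parted control 8.4 from the other 7 animals, and the first principal component, with 35.8% of the variance, placed control 8.4 at 67.7 and the others between -19.8 and 14.7. Probe SDs in MS relative to control had a median log2 ratio of -0.28, which was within chance (exact permutation p = 0.629, two-sided, 70 labellings). The smallest p that these designs allow is 0.0286.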

Values the study reported

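The study reported no differentially expressed genes in the mPFC and in the hypothalamus at a false discovery rate under 0.05. In the nucleus accumbens it reported 375 differentially expressed genes, of which 306 were lower and 69 higher after maternal separation. For the mPFC, its PLS-DA model had permutation values of pR2Y = 1 and pQ2 = 0.84, and for the nucleus accumbens pR2Y = 0.014 and pQ2 = 0.02.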

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

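Within a group of 4 animals, a value is listed here when the gap between the highest or lowest animal and its nearest neighbour, divided by the range of the group, exceeds the 95% critical value of Dixon's test. This held for 20 of 248 groups of values, where chance gives about 12, and 7 of the 20 were in control 8.4. Of the tests below, the second bulb list in control 8.4, the pituitary list and the counts over other splits of the animals were planned before their results were seen, and the tests of that bulb list in 2 further animals, of array quality, of MS as the whole cause, of control 8.4 alone and of estimated correlations were chosen after.

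Control 8.4 stood apart from the other 3 controls in marker scores of neighbouring tissue, at 1.0 for striatal neurons (others -0.193 to -0.0573) and 0.607 for choroid plexus and ependyma (others -0.197 to -0.134). Its score for the genes lower in the accumbens also stood apart, at 0.077. The same animal stood apart in the striatal genes Six3 (-2.47), Tac1 (3.49) and Drd2 (-4.42) and in the Y-linked Eif2s3y (2.22). In the MS group, MS 7.6 stood apart in the olfactory bulb score, at 1.13 against -0.893 to -0.646.

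Among other list scores, MS 7.1 was low for monoamine and acetylcholine receptors (-0.0513). Control 8.5 was low for mural, meningeal and fibroblast genes (-0.314, others 0.189 to 0.261). Single genes in MS 7.1 were Gnas (6.87, low), Lamp5 (2.30, low), Foxo1 (1.31, low), Crhr2 (-2.26, high) and Myh11 (-2.84, high). MS 5.3 was low for Aven (-2.56), Dcx (-5.95) and Ucn (-5.77), MS 7.6 was low for Gadd45a (-1.24), and control 8.5 was high for Myh11 (-3.25).

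The first pattern weighed is the bulb score, which was high in control 8.4 (2.14), MS 7.6 (1.13) and control 8.5 (0.723). Array quality is argued against, because the deviation of the 12 bulb genes in control 8.4 was 2.45 and the highest of 10000 random lists matched on level reached 0.606, and MS as the whole cause is argued against by the range of 2.97 within the controls. Olfactory bulb tissue in the sample stays open as a candidate explanation: a second list of 12 bulb genes that share none with the first lay at percentile 100 in control 8.4, with a deviation of 0.773 against a highest random value of 0.596, and at percentile 99.2 in MS 7.6, but at 76.2 in control 8.5, where it lends no support. All 13 tested genes of that list (1 of them also in the first) were above background in all 8 animals, so the list is not specific to bulb tissue and can miss a small share of it. Transcripts of abundant bulb genes in control 8.4 had levels of 3.92 for Th, 3.42 for S100a5 and 3.06 for Omp, and the sources differ on whether the mPFC was dissected or punched. An effect of MS on top of tissue content was examined only by fits chosen after seeing the data. With the bulb score as a covariate, 0 probes passed in limma and 1 list (interneuron markers) in camera with the preset correlation. Without control 8.4, MS 7.6 and control 8.5, 0 probes and 3 lists passed. With so few animals these fits do not exclude such an effect.

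The second pattern is the set of 7 lists past the threshold in camera, for which chance cannot be excluded, since 28 of the 35 splits of the animals gave at least 7 lists, the highest other split gave 15, and every split gave at least 4. Without control 8.4, 0 lists passed, and the difference of the scores went from -0.29 to 0 for striatal, -0.61 to 0.01 for bulb and -0.10 to 0.02 for myelin genes. It went from 0.11 to 0.05 for clock and 0.05 to 0.02 for respiratory chain genes. For mural, meningeal and fibroblast genes it went only from -0.19 to -0.14, and for interneuron markers from -0.12 to -0.07. Without both control 8.4 and MS 7.6, 3 lists (these 2 and bulb) passed again, so whether control 8.4 alone is the cause stays open. Of the 7 lists, 6 had an estimated correlation above the preset one, so that genes moving together may account for the calls of these 6. The interneuron list had an estimated correlation of -0.011, below the preset 0.01, and it too did not pass with that estimate. For probes past the threshold the splits decide nothing, because each of the 35 must reach the 0 of the real split (highest other 0), and for the 815 probes at an unadjusted p under 0.05 chance cannot be excluded, since 28 of the 35 gave at least as many. The highest other split gave 4070 such probes and the split that follows the slide row gave 3149, several times the real count. The 3149 probes of the slide row split were reached by 2 of the 35 splits, itself included, and its 10 lists by 10 of the 35. The split with 4070 probes set control 6.2, control 8.5, MS 7.1 and MS 7.2 against the rest. These arrays also had the higher signal-to-background of the spike-in controls (3160 to 3810, against 2260 to 2980). Their spike-in slopes were lower (0.943 to 0.955, against 0.956 to 0.979). A structure of the samples other than the groups, technical or not, is thus possible. It was not tested, and no fit took the spike-in measures into account. With the row as a block, MS against control gave 0 probes in limma, 891 at an unadjusted p under 0.05 and 7 lists.

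The third pattern, chosen after its values were seen, is that transcripts of the pituitary hormones prolactin and growth hormone were high in control 6.2, where Prl had a level of 0.83 and Gh 0.38. The next highest animal was MS 7.1, at -1.41 and -1.62, and the lowest was control 8.5, at -5.98 and -6.2. Array quality stays open for these 2 genes, because the deviation of the pair, 4.46 in control 6.2 against a highest value of 3.98 in 10000 matched random pairs, excludes nothing for a pair picked by its values, although the array was ordinary as a whole (median correlation with the others 0.9946, no saturated spot) and Cga was also highest there (-0.79, next -3.29 in control 8.2). A trace of pituitary tissue also stays open as a candidate explanation, since the other pituitary genes lay at percentile 99.5 in control 6.2 (deviation 0.516), but this rests on 4 of the 13 listed genes that were tested. No biological explanation was tested.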

How the results depend on the processing

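The alternatives that leave out the animals with bulb transcripts together, or fit the bulb score as a covariate, were chosen after seeing the data. In limma, 0 probes passed in all 22 alternatives, with 425 to 3837 probes at an unadjusted p under 0.05, and the lowest adjusted p was 0.393, with the label number as a random block. List scores gave 0 lists in all 16 alternatives, which says nothing about stability, since their exact p can hardly pass after adjustment over 35 lists. Separation stayed between -1.73 (Euclidean distance) and 0.000605, Q2 between -2.15 and -0.293 and the spread ratio between -0.484 and 0.312, with exact permutation p of at least 0.229, 0.4 and 0.286. Leaving out each animal in turn gave 0 probes, a separation of -0.000986 to 0.000605, a Q2 of -1.43 to -0.293 and a spread ratio of -0.484 to 0.134. Of 86 named genes, 59 kept their sign in each setting that tested them, at most 21, and 27 did not, and none passed.

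The count of lists past the threshold depended on the setting. In camera it was 7 in the main analysis, 11 with normexp, 4 in the 6 animals of the shared label numbers and 2 with array weights. It was 3 without control 8.4 and MS 7.6, 3 without these and control 8.5, 1 (interneuron markers) with the bulb score as a covariate and 0 with estimated correlations. In fry, which tests a list against no change and not against the other genes, it was 0. Leaving out 1 animal gave 0 (without control 8.4) to 10 lists, and 3 without MS 5.3. Of the 28 lists not past the threshold, 12 passed in an alternative, all with the preset correlation: dopamine, deep-layer, astrocyte, thalamic and accumbens-lower lists with normexp, astrocytes with quantile normalisation, deep-layer neurons without control 6.2 and in the 6 animals, dopamine, astrocyte, endothelial and ribosomal lists without control 8.5, immediate-early, interferon, red blood cell and heat shock lists without MS 7.1, dopamine, ribosomal and heat shock lists without MS 7.2, immediate-early, interferon and heat shock lists without control 8.2, glucocorticoid, astrocyte and thalamic lists without MS 7.6, and endothelium without the 3 animals. Over 24 alternatives, fry included, the adjusted p of each of the 7 lists ran from 0.00784 or lower to 0.796 or higher. The direction reversed, with adjusted p given, for respiratory chain genes under quantile normalisation (0.861), for myelin genes without control 8.4 (0.825, against 0.000162 at the lowest when leaving out 1 animal), without it and MS 7.6 (0.758) and without the 3 animals (0.419), for striatal genes without 2 (0.758) and without 3 animals (0.512), and for bulb genes without 3 animals (0.588) and with the covariate (0.932). The covariate is the bulb list's own score, and for the other settings the cause was not tested. No paired analysis was possible because the groups share no animal number. Probes near background, 21583 of which were not tested, limit what the arrays show for weakly expressed genes.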

Other observations

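The animals differed from each other in gene groups that did not follow MS, and the genes named here were chosen after their values were seen. Some genes of olfactory neurons and bulb cells spanned wide ranges, while others on the same arrays did not (Lhx1 0.52, Cnga2 0.43 and Gng13 0.38 from lowest to highest). Omp, the olfactory marker protein, was at 3.06 in control 8.4, -0.13 in MS 7.6 and between -2.94 and -2.39 in the other 6 animals. S100a5 had 3.42 in control 8.4 and 0.63 in MS 7.6, against at most -2.08 elsewhere, and the mitral cell gene Tbx21 had -0.12, -1.25 and -1.67 in control 8.4, MS 7.6 and control 8.5, against at most -4.30 elsewhere. Among striatal genes, control 8.4 was high for 2, with Rgs9 at 3.38 (next 1.08, control 8.5) and the adenosine receptor Adora2a at 0.26 (next -1.52, MS 5.3).

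Some neutrophil genes were high in MS 7.2, control 8.5 and MS 7.1, where S100a9 had 3.26, 2.57 and 1.51, and lowest in MS 5.3 (-2.51). S100a8 followed the same order, with 1.21, 0.21 and -0.47. Elane spanned only 0.45, and Mpo was highest in MS 7.2 (-1.95) but next in control 8.4 (-3.07), ahead of control 8.5 (-3.19) and MS 7.1 (-3.35). Some extracellular matrix genes of fibroblasts were low in MS 5.3 and control 8.5, with Ogn at -3.25 and -2.88 and Prg4 at -5.68 and -6.07. These 2 genes were lower in MS 7.2 (-1.34 and -2.57) than in the other 5 animals, and at 0.62 and -1.08 in MS 7.6. Dcn, Lum and Col1a2 were lowest in MS 5.3 (-0.14, -3.58 and 0.98), but lower in MS 7.2 (0.26, -3.09 and 1.18) than in control 8.5 (0.79, -2.67 and 1.3). The score of mural, meningeal and fibroblast genes was lowest in the same 3 animals (-0.734 in MS 5.3, -0.427 in MS 7.2 and -0.314 in control 8.5). The heat shock gene Hspa1a was at 3.31 in control 6.2 and between -1.12 and -0.54 in the other 7 animals. The hypothalamic peptide gene Avp was highest in control 8.2 (-0.89), MS 7.1 (-1.26) and control 8.4 (-2.04), and Oxt was highest in the same 3 animals (-1.17, -1.36 and -1.49). Mc3r, the melanocortin receptor gene, was at -5.61 in control 8.4 and between -2.19 and -1.47 in the others. The interferon score ran from -0.388 in MS 5.3 to 0.382 in control 6.2.

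Pituitary genes other than Prl and Gh gave a mixed picture in control 6.2. The hormone subunit gene Cga was at -0.79 in control 6.2 and at -3.29 in control 8.2, the next highest. Tshb, Fshb and Pitx1 were well above background on the array of control 6.2 and on no other, and Pou1f1 was on none. Pomc was at 1.19 in control 6.2 and at 1.0 in MS 7.6.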
